# Effect of Maternal Methionine Supplementation on the Transcriptome of Bovine Preimplantation Embryos

**DOI:** 10.1371/journal.pone.0072302

**Published:** 2013-08-21

**Authors:** Francisco Peñagaricano, Alex H. Souza, Paulo D. Carvalho, Ashley M. Driver, Rocio Gambra, Jenna Kropp, Katherine S. Hackbart, Daniel Luchini, Randy D. Shaver, Milo C. Wiltbank, Hasan Khatib

## Abstract

Maternal nutrition exclusively during the periconceptional period can induce remarkable effects on both oocyte maturation and early embryo development, which in turn can have lifelong consequences. The objective of this study was to evaluate the effect of maternal methionine supplementation on the transcriptome of bovine preimplantation embryos. Holstein cows were randomly assigned to one of two treatments differing in level of dietary methionine (1.89 Met vs. 2.43 Met % of metabolizable protein) from calving until embryo flushing. High quality preimplantation embryos from individual cows were pooled and then analyzed by RNA sequencing. Remarkably, a subtle difference in methionine supplementation in maternal diet was sufficient to cause significant changes in the transcriptome of the embryos. A total of 276 genes out of 10,662 showed differential expression between treatments (FDR <0.10). Interestingly, several of the most significant genes are related to embryonic development (e.g., *VIM*, *IFI6*, *BCL2A1*, and *TBX15*) and immune response (e.g., *NKG7*, *TYROBP*, *SLAMF7*, *LCP1*, and *BLA-DQB*). Likewise, gene set enrichment analysis revealed that several Gene Ontology terms, InterPro entries, and KEGG pathways were enriched (FDR <0.05) with differentially expressed genes involved in embryo development and immune system. The expression of most genes was decreased by maternal methionine supplementation, consistent with reduced transcription of genes with increased methylation of specific genes by increased methionine. Overall, our findings provide evidence that supplementing methionine to dams prior to conception and during the preimplantation period can modulate gene expression in bovine blastocysts. The ramifications of the observed gene expression changes for subsequent development of the pregnancy and physiology of the offspring warrant further investigation in future studies.

## Introduction

Epidemiological studies in humans and experimental studies using animal models have shown that maternal nutrition during different stages of pregnancy can induce permanent changes in the structure, physiology, and metabolism of the offspring [1], [2]. This phenomenon has been termed fetal or developmental programming and could have important implications after birth. Namely, alterations in fetal nutritional status may result in developmental changes, which in turn may predispose the individual to metabolic, endocrine, and cardiovascular diseases in postnatal life [3].

There is increasing evidence that oocyte maturation, fertilization, and preimplantation embryonic development are particularly sensitive periods to changes in maternal nutrition [4]. Indeed, studies in animal models have shown that nutritional changes limited to the period around conception can have both short and long term consequences [5]. For instance, maternal diabetes during oogenesis, fertilization, and the one-cell zygote stage can induce congenital malformations and growth retardation in midgestation mouse embryos [6]. A maternal low protein diet fed during the preimplantation period of rat development caused blastocyst abnormalities and altered birth weight, postnatal growth rate, and adult hypertension [7], [8]. Similarly, a low protein diet administered exclusively during the preimplantation period in mice resulted in increased weight after birth, cardiovascular pathologies, perturbations to renin-angiotensin homeostasis, and abnormal anxiety-related behavior in the offspring [9], [10]. Furthermore, a maternal high fat diet prior to conception is associated with mouse oocytes and zygotes that have altered mitochondrial function including increased membrane potential and biogenesis and increased reactive oxygen species [11]. Overall, these studies are consistent with the idea that maternal nutritional status before and during the periconceptional period can induce remarkable effects on both oocyte maturation and early embryo development, which, in turn, can have lifelong consequences.

Maternal nutrition induces epigenetic alterations in the fetal genome such as DNA methylation, which in turn leads to permanent changes in the phenotype of the offspring [12]. DNA methylation depends on the availability of methyl donors supplied by different amino acids including methionine, and key compounds of the one-carbon metabolism pathways such as choline, betaine, vitamin B12, and folic acid [13]. Some of the most remarkable examples of changing epigenetically sensitive genes via maternal diet are shown with metastable epialleles in mice [14]. Metastable epialleles, such as *agouti viable yellow* and *axin fused*, are alleles that are variably expressed in genetically identical individuals due to epigenetic modifications. In particular, methyl supplements in the diet of pregnant mice have been reported to increase the methylation level of the *agouti* and *axin fused* genes, which consequently led to changes in the coat color (from yellow to brown) and reduction in tail kinking of the offspring, respectively [15], [16]. Studies in ruminants have also shown that changes in methyl donors in the maternal diet during pregnancy can produce epigenetic and physiological changes in the offspring. For example, a recent study in sheep reported that feeding maternal diets rich in methyl group donors increased methylation and altered expression of the imprinted genes *IGF2R* and *H19* in fetal tissues compared to low-methyl group diets [17]. Overall, these studies have clearly established that maternal diet has a transgenerational effect on the offspring through epigenetic modifications.

The decline in reproductive performance of dairy cattle is of major concern to farmers and the dairy industry worldwide. In this sense, methionine supplementation before and around conception seems to be a promising tool for improving reproductive performance in lactating dairy cattle [18]. Previous studies in ruminants have indicated that a methionine-deficient diet provided to the dam prior to and for the first six days after conception can produce substantial changes in the offspring such as elevated blood pressure, insulin resistance, and altered immune response [19]. Since embryos were transferred from the methionine-deficient dams to untreated recipient ewes at 6 days after conception, the effects of the treatment on the future health of the offspring in this experiment occurred prior to Day 6 of pregnancy [19]. Based on these previous results, we hypothesized that a subtle change in methionine status could produce epigenetic changes in the early embryo leading to changes in gene expression by Day 7 in the embryo. Determination of the changes in the transcriptome of the early embryo could foreshadow potential effects of methionine on the future development of the embryo and offspring. As such, the specific objective of this study was to evaluate the effect of methionine supplementation before and until Day 7 after conception on the transcriptome of preimplantation embryos from lactating dairy cows.

## Materials and Methods

### Ethics Statement

This study was approved by the Animal Care and Use Protocol committee of the Research Animal Resources Center at the University of Wisconsin-Madison.

### Treatments and Collection of Embryos

A total of 72 Holstein cows were randomly assigned to one of two treatments differing in level of dietary methionine from calving until embryo flushing (around 70 d postpartum). The treatments were: (1) methionine-rich; diet formulated to deliver 2,875 g metabolizable protein (MP) with 6.8 lysine %MP and 2.4 Met %MP; (2) control; same basal diet but formulated to contain only 1.9 Met %MP. Both diets were formulated to contain 16.5% crude protein (DM basis) and similar concentrations of energy, fiber, starch, fat, macro- and micro-minerals, and vitamins [20]. The methionine-rich diet was supplemented with rumen-protected methionine (Smartamine® M, Adisseo, Atlanta, GA) while the control ration was not. Target levels of MP and methionine were according to NRC [20]. Cows were superovulated with a modified Double Ovsynch protocol [21]. Cows were presynchronized using Ovsynch [22] (GnRH –7 d – PGF2a –3d – GnRH) with a intravaginal progesterone insert (CIDR®, Zoetis Animal Health, NJ, USA) present between the first GnRH and PGF_2α_ of Ovsynch. Seven days after the second GnRH of Ovsynch, cows had all dominant follicles greater than 5 mm aspirated with an ultrasound-guided transvaginal approach (Aloka SSD-900V; 7.5-MHz convex array transducer; Aloka Co., Wallingford, CT, USA) using a 17-gauge X 55 cm aspiration needle. A CIDR device was inserted in all cows after follicular aspiration and superovulation began 35 to 40 h later using FSH treatment equivalent to 400 mg of NIH-FSH-P1 (Folltropin-V) in 8 decreasing doses (3, 3, 2, 2, 1.5, 1.5, 1, 1 ml) administered i.m. at 12 h intervals over a 4 day period. During the superovulatory period, all cows received two PGF_2α_ injections at 48 and 72 hours after CIDR insertion (concomitant with the 5^th^ and 7^th^ FSH injections), and CIDR was withdrawn at 84 hours after insertion (concomitant with the last FSH injection). Twenty-four hours after CIDR withdrawal, ovulation was induced with 3300 IU of human Chorionic Gonadotropin (hCG; Chorulon; Intervet, Millsboro, NJ, USA). Cows were artificially inseminated at 12 and 24 h after hCG using 1 of 2 high-fertility sires. Embryos were flushed 6 days after synchronized ovulations using a transcervical non-surgical technique. A total of 8 cows, 4 per treatment, were then selected, based on the number and quality of the embryos obtained and evenly balanced by sire that was used during AI.

### RNA Extraction and Amplification

Preimplantation embryos recovered from each cow were pooled in order to generate two replicates per cow assayed. Each pool consisted of 1–4 expanded blastocysts with excellent or good quality according to International Embryo Transfer Society standards. Table S1 shows the number of blastocysts used in each sequence sample. A total of 16 embryo pools underwent RNA extraction and amplification using RNaqueous Micro (Life Technologies, Grand Island, NY) and subsequently amplified using the MessageAmp II aRNA amplification kit (Life Technologies). Quantification of amplified RNA was done using the Qubit® 2.0 Fluorometer (Life Technologies) and quality control was done using the *Fragment Analyzer™* Automated CE System (Ames, IA, USA). The concentration and the quality of the amplified RNA are provided in Table S1. Three rounds of linear amplification provided a proper concentration of RNA for subsequent RNA-Seq analysis.

### Library Generation and RNA Sequencing

Libraries of amplified RNA from each pool were prepared following Illumina’s mRNA-Seq protocol. Sequencing libraries were prepared from 50 ng RNA samples and sequenced with Illumina’s HiSeq 2000 at the University of Wisconsin-Madison Biotechnology Center. The 16 libraries were barcoded, multiplexed, and sequenced in two HiSeq 2000 lanes (8 libraries per line). A read was defined as a 100 bp cDNA fragment sequenced from a single end. Approximately 20 million reads were sequenced from each library.

### Mapping Reads to the Reference Genome

Raw sequence reads were mapped directly to the reference genome (bosTau7) using the software package Tophat (v2.0.4) [23]. To maximize sensitivity to splice junction discovery, the first alignment was performed in each of the samples independently. Then, novel splice junctions and known splice junctions from the National Center for Biotechnology Information (NCBI) annotation were combined and supplied to Tophat for a second alignment. This strategy allows a full utilization of the novel junctions identified in the samples. A maximum of 2 mismatches were allowed and reads that mapped equally well to more than 40 genomic locations were discarded.

### Assembly of Transcripts and Estimation of Abundance

The resulting alignments were used to reconstruct transcript models using Cufflinks (v2.0.2) [24]. This program uses graph theory to find a parsimonious set of transcript models that satisfy with the alignments. In addition, the tool *cuffmerge* was used for merging together each of the assemblies with the reference bovine annotation file in order to combine novel isoforms with known isoforms. This procedure maximizes the overall quality of the final assembly [24]. Finally, for each sample, the number of reads that mapped to each gene was obtained with the script *htseq-count* (using mode intersection-nonempty) developed by Simon Anders at EMBL (Genome Biology Unit, Heidelberg, Germany).

### Identification of Differentially Expressed Genes

Genes with total counts per million below 15 were not included in further analysis. Differentially expressed genes were detected using the *edgeR* package (v.3.0.8) [25]. This package uses an overdispersed Poisson model to account for both biological and technical variability. Briefly, *edgeR* combines (1) the application of the trimmed mean of M-values (TMM) as normalization method, (2) an empirical Bayes procedure for estimating the genewise negative binomial dispersions, and (3) an exact test for assessing differential gene expression. Here, all the analyses were performed using the default settings for all parameters. Finally, to account for multiple hypothesis testing and control the false discovery rate, *P*-values reported by the exact test were corrected using the Benjamini-Hochberg procedure [26].

### Validation of Differentially Expressed Genes

Four differentially expressed genes were chosen for validation of RNA-Seq results: vimentin (*VIM*), interferon, alpha-inducible protein 6 (*IFI6*), cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1 (*CYP1A1*), and PTC7 protein phosphatase homolog (S. cerevisiae) (*PPTC7*). The RNA samples used for RNA-Seq were used here for validation of differential expression. The cDNA was prepared from each sample using the iScript cDNA synthesis kit (Bio-Rad Laboratories, CA). Individual cDNA samples were diluted 1∶5 and then pooled creating one pool per treatment (i.e., control and methionine-rich treatment). For expression analysis, the reverse-transcriptase PCR (RT-PCR) was used to test the presence or absence of gene expression, whereas quantitative real-time PCR (qRT-PCR) was used to estimate the fold change expression between treatments. The glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) gene was chosen as internal control because of its stable expression across all RNA-Seq samples. 

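The files analysed here list 2 loci under the name GAPDH. The first, XLOC_017457, had between 0 and 5 counts per pool in the 16 pools, a median of 1, and 0.304 ± 0.24 CPM (counts scaled to the same total in every pool; SD, n = 16 pools). The second, XLOC_017916, had between 0 and 64 counts, a median of 5, and 1.174 ± 1.947 CPM (SD, n = 16), with the 64 counts in pool M7.1. A floor of 3 counts in a pool corresponds to between 0.383 and 0.533 CPM in the 15 pools that were analysed, so the values of the first locus lie near the smallest share the depth can show. Over the 15 pools, the CPM of the 2 loci summed to 4.3 and 18.79, and only the second passed the filter of 15. Whether reads of this gene were assigned to other loci in the authors' counting is not known from the files analysed here. The paper chose GAPDH as internal control because it found its expression stable across samples.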

The two cDNA pools were combined with iQSYBR Green Supermix (Bio-Rad Laboratories, CA) and were run in triplicates in the ECO real-time PCR system (Illumina, San Diego, CA). All primers were designed to span exon-exon junctions to minimize the potential of amplifying genomic DNA and are shown in Table 1. The relative gene expression values were calculated using the 2^−ΔΔCt^ method [27].

**Table 1:** Primers used for the validation of gene expression.

Gene	Primer sequence 5′→3′	Amplicon size (bp)
*CYP1A1*	F: ATCCCTGTCCTCCGTTACCT	129
	R: CCGGATGTGACCCTTCTCAAA	
*GAPDH*	F: TGCCCAGAATATCATCCC	134
	R: AGGTCAGATCCACAACAG	
*IFI6*	F: CTCCTCCAAGATACGGTGACAA	120
	R: TTTCGTCTTCCTCCTCGCAG	
*PTC7*	F: CATGAGCTGGCCTATGACCC	88
	R: CTGGCTTTCCACCTCTCACA	
*VIM*	F: GGAAGAGATGGCTCGTCACC	118
	R: AGAAATCCTGCTCTCCTCTCCT	

### Gene Set Enrichment Analysis

The possible enrichment of Gene Ontology (GO) terms, KEGG pathways, and InterPro entries with genes differently expressed between the two treatments was analyzed using a test of proportions based on the cumulative hypergeometric distribution [28]. To avoid testing overly narrow categories, we tested only functional categories with more than 20 genes. Furthermore, the procedure proposed by Benjamini and Hochberg [26] was applied to account for multiple testing. Functional categories with FDR ≤0.05 were considered significant. These analyses were performed using the procedure FatiGO [29], implemented on the platform Babelomics [30].

## Results

### Sequencing of the Transcriptome of Bovine Preimplantation Embryos

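Blastocysts were flushed from 8 superovulated cows, 4 fed a control diet with methionine at 1.9% of metabolizable protein and 4 fed a methionine-rich diet with 2.4%, and the embryos of each cow were divided into 2 pools, giving 8 control and 8 methionine-rich pools. The pools held between 1 and 4 blastocysts, 14 in the control pools and 21 in the methionine-rich pools. Their RNA was amplified before sequencing. The authors mapped the reads to the bovine genome bosTau7 with Tophat, assembled transcripts with Cufflinks, counted reads per gene with htseq-count, and deposited these counts without normalization, as 1 table per pool. Each table lists the same 22552 rows for 22358 loci, since 182 loci appear once for each of several gene names with the same count. Each locus was therefore entered once. The total count ranged from 1745048 to 7778414 in the 8 control pools, with a median of 6565228, and from 5941973 to 7826542 in the 8 methionine-rich pools, with a median of 7298181.5. Without pool C3.2, which the paper left out, the control totals ranged from 5624126 to 7778414, with a median of 6668507. The difference in total count between treatments was within the spread between cows (exact permutation test over the 70 assignments of the 8 cows, p = 0.5429). Loci with summed CPM, the counts scaled to the same total in every pool, of at least 15 over the 15 pools were kept, counts were normalized by the TMM method, and treatments were compared by edgeR's exact test with common and then tagwise dispersions and Benjamini-Hochberg adjustment, as in the paper. The mean CPM of the genes named below are normalized values, whereas the floors in CPM are not. Because edgeR's quasi-likelihood test allows for uncertainty in the dispersion, it is given beside the exact test throughout. Both tests treat the 2 pools of a cow as independent samples. The cow was taken into account by summing its pools and by limma's voom with the cow as a random effect. The choices that can change the numbers most are the test, the filter on low counts, and the inclusion of pool C3.2.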

To evaluate the effect of maternal methionine supplementation on the transcriptome of bovine preimplantation embryos, 16 embryo pools, 8 pools per treatment, were analyzed using RNA-Seq. Table 2 displays the overall results of sequencing read alignments to the bovine reference genome. Approximately, 20 million reads were sequenced for each sample. Sequencing reads were aligned against the recent bovine reference genome (bosTau7) using the software package Tophat. On average, 75% of the total reads were successfully mapped by allowing no more than two mismatches and restricting the alignments to, at most, 40 genomic locations (Table 2). Importantly, among the aligned reads, over 90% were mapped to unique genomic regions (Table 2). 

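Summed over loci, each counted once, the deposited counts came to 7579921 in pool C1.1, 6668507 in C1.2, 5624126 in C2.1, 6461949 in C2.2, 7423716 in C3.1, 6066196 in C4.1 and 7778414 in C4.2 among the control pools. In the methionine-rich pools the totals were 7257007 in M5.1, 7578668 in M5.2, 7339356 in M6.1, 5941973 in M6.2, 7826542 in M7.1, 6582004 in M7.2, 7184256 in M8.1 and 7405798 in M8.2. In all 16 pools the total equalled the number of reads on annotated exons that the paper gives in Table 2. As a share of the uniquely mapped reads of Table 2, these totals were 51.11% ± 4.95 (SD, n = 7 pools) in the control pools other than C3.2 and 54.97% ± 5.03 (SD, n = 8 pools) in the methionine-rich pools, a difference within the spread between cows (exact permutation test on cow means, p = 0.3714). The number of loci with at least 1 count was 11042.3 ± 482.2 (SD, n = 7) and 11081.5 ± 662.7 (SD, n = 8), respectively (exact permutation test, p = 0.8571). The 10 loci with the most counts took between 9.56% and 14.38% of a pool's counts.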

Finally, prior to the statistical analysis, we assessed the number of uniquely mapped reads that were aligned to annotated exons (Table 2). For sample C_3.2_, only 12% of the uniquely mapped reads mapped to annotated exons, i.e. an unexpectedly high number of reads mapped to introns and intergenic regions. 

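In pool C3.2 the counts summed to 1745048, which is 12.22% of the uniquely mapped reads given in Table 2 (95% Wilson interval 12.201% to 12.235%), whereas the other 7 control pools ranged from 45.53% to 59.27%. The interval takes reads as independent and leaves out the spread between pools. The pool had 7736 loci with at least 1 count and 4055 with at least 10, against 10259 to 11580 and 7955 to 8769 in the other control pools. A floor of 3 counts corresponds to 1.719 CPM in C3.2 and to at most 0.533 elsewhere. With C3.2 included, the number of differentially expressed genes by the exact test was 341 in place of 110, 282 of them higher in control and 59 higher in methionine-rich. The paper's reason for leaving the pool out is the large share of its reads outside exons.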

Possibly, this was due to an error during the library preparation. Therefore, this sample was not further analyzed. Sequencing data can be accessed by GEO with the accession number GSE48147.

**Table 2:** Summary of sequencing read alignments to the reference genome.

Sample	TotalReads	Total Mapped Reads	Percent Mapped	Uniquely mapped Reads	Percent uniquely mapped	Reads mapped to annotated exons
C_1.1_	18,683,178	14,865,139	80	13,804,648	93	7,579,921
C_1.2_	24,617,256	16,065,170	65	14,644,960	91	6,668,507
C_2.1_	16,999,297	12,754,794	75	11,670,891	92	5,624,126
C_2.2_	19,352,730	14,232,476	74	13,064,631	92	6,461,949
C_3.1_	18,158,624	13,692,675	75	12,524,307	91	7,423,716
C_3.2_	20,488,552	15,917,040	78	14,282,447	90	1,745,048
C_4.1_	17,751,765	14,181,546	80	12,937,347	91	6,066,196
C_4.2_	19,319,918	15,736,767	81	14,532,068	92	7,778,414
M_5.1_	21,048,132	16,307,207	77	14,993,073	92	7,257,007
M_5.2_	18,785,042	14,273,157	76	13,063,772	92	7,578,668
M_6.1_	21,231,578	16,546,777	78	15,056,124	91	7,339,356
M_6.2_	15,886,593	12,745,983	80	11,738,823	92	5,941,973
M_7.1_	19,294,383	14,642,903	76	13,280,140	91	7,826,542
M_7.2_	15,078,732	11,628,448	77	10,663,643	92	6,582,004
M_8.1_	18,057,137	14,080,144	78	12,768,027	91	7,184,256
M_8.2_	19,600,350	14,327,542	73	12,981,732	91	7,405,798

Samples belong to control (C) and methionine-rich (M) treatments, respectively. A total of 8 cows, 4 per treatment, were used. Embryos recovered from each cow were pooled in order to generate two replicates per cow assayed.

### Exploration, Evaluation, and Validation of Overall Gene Expression

To visualize the overall relationship between the samples, a multidimensional scaling (MDS) analysis was performed (Figure 1). Basically, an MDS plot shows the relative similarities of the samples under study. Here, the distance between each pair of samples is the square root of the common dispersion based on the 1,000 genes with most heterogeneous expression, i.e. top 1,000 genes that best distinguished each pair of samples. 

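The MDS was repeated on the 15 pools with the paper's distance and the top 1000 genes of each pair of pools. On dimension 1 the 7 control pools lay between -0.791 and -0.298 and the 8 methionine-rich pools between 0.037 and 0.924, so that no pool of one treatment overlapped the other, with a gap of 0.335. With the pools of each cow averaged, the mean of the 4 methionine-rich cows exceeded that of the 4 control cows by 0.7775 (exact permutation test over 70 assignments, p = 0.0286, the smallest p that 4 cows against 4 allow). All 16 pools gave a difference of 0.8797 and the same p by the exact permutation test. The number of genes moved the difference most. With the top 5000 genes it was 0.1937 (exact permutation test, p = 0.143) and the treatments overlapped on dimension 1, with a gap of -0.106, and with the top 500 genes it was 1.131. With leading log2 fold changes in place of the common dispersion as the distance, the difference was 0.6995 (exact permutation test, p = 0.286) and the overlap was widest, with a gap of -0.809. From its own plot, the paper reads a clear separation of the treatments on dimension 1.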

Interestingly, the MDS plot showed that dimension 1 clearly separated the control from the methionine samples (Figure 1). This implies that the biological replicates are consistent and that multiple differentially-expressed genes between treatments can be detected.

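Over the 10519 loci tested, the Spearman correlation of log2 CPM between the 2 pools of a cow was 0.799 ± 0.041 (SD, n = 7 cow pairs). Between pools of different cows it was 0.774 ± 0.03 (SD, n = 18 pairs) within the control treatment, 0.807 ± 0.033 (SD, n = 24 pairs) within the methionine-rich treatment and 0.79 ± 0.033 (SD, n = 56 pairs) between treatments. These are correlations across genes, which are not independent replicates, and the pairs share pools. Pools of the same cow exceeded pools of different cows of the same treatment by 0.0064 (exact permutation test over 11025 assignments of pools to cows, p = 0.185). Pools of the same treatment exceeded pools of different treatments by 0.003 (exact permutation test over the 35 splits of the cows, p = 0.286). Neither difference was larger than the spread between pairs. Restricting the correlation to loci with at least 10 counts in every pool changed the sign of the second difference, to -0.0018. The pools of each cow are numbered 1 and 2 in the paper. Deviations from the treatment mean correlated at -0.0721 between pools with the same number and at -0.0631 between pools with different numbers (exact permutation test over 256 relabellings, p = 0.867). With the pool number as a replicate block the quasi-likelihood test gave 0 differentially expressed genes. It also gave 0 without the block, so this number cannot show whether the pool number matters. From the MDS plot, the paper concludes that the biological replicates are consistent and that many differentially expressed genes can be detected.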

**Figure 1:**
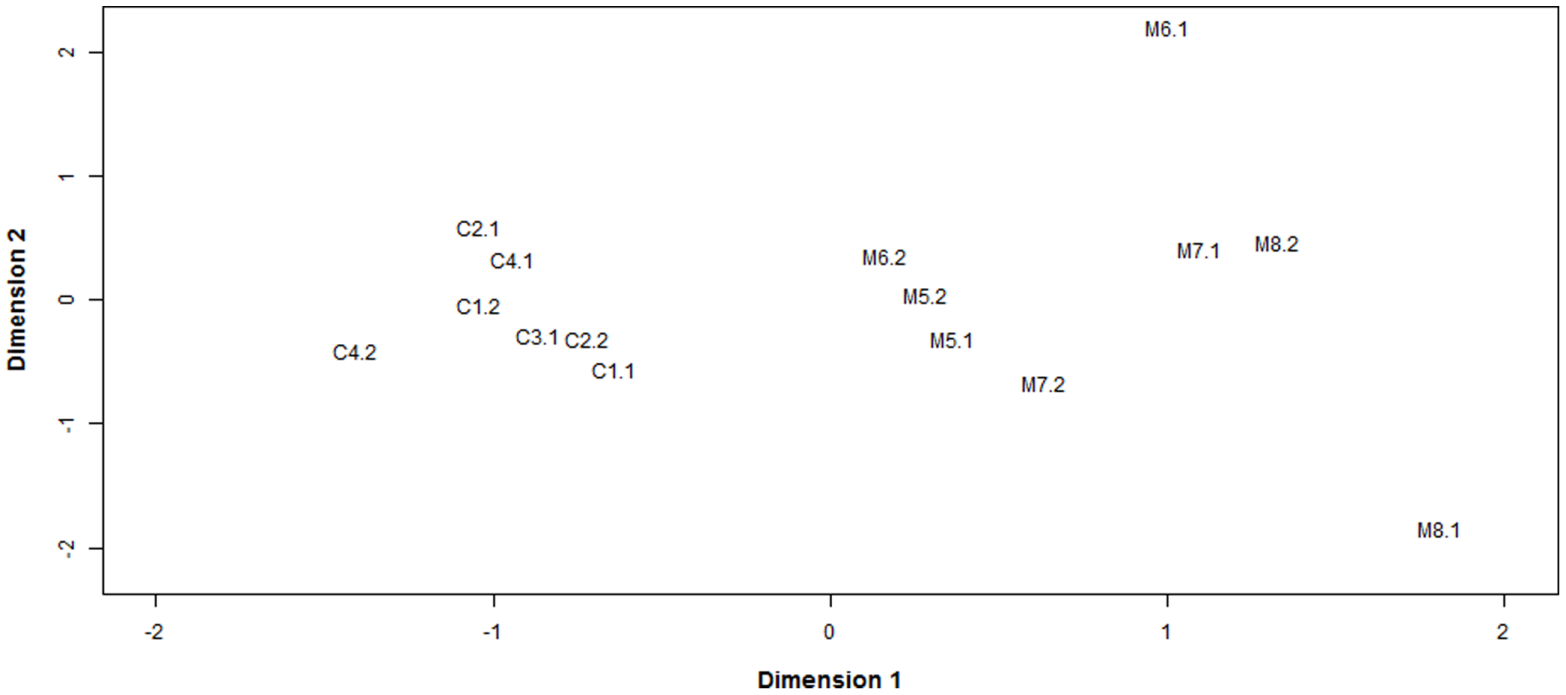
Multidimensional scaling (MDS) plot showing the relative similarities of the samples under study. Distance between each pair of samples is the square root of the common dispersion based on the top 1,000 genes that best distinguished that pair of samples.

A total of 10,662 genes were tested for differential expression. 

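With summed CPM of at least 15 over the 15 pools, 10519 loci were tested, of the 17409 loci with at least 1 count in these pools. Entering a locus once for each of its gene names gave 10631 rows, and adding pool C3.2 gave 10803 loci. Over the tested loci the average log2 CPM had a median of 3.57, from 0.126 to 14.205. The number tested depended most on the filter, being 17409 with no filter except 1 count and 4970 with at least 10 counts required in every pool.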

Controlling false discovery rate (FDR) at 0.10, a total of 276 genes showed at least a 2-fold expression difference between treatments. 

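By edgeR's exact test on the 15 pools, 110 of the 10519 loci had an FDR under 0.10, and all 110 had at least a 2-fold difference, the smallest absolute log2 fold change being 1.23. The common biological coefficient of variation was 1.07. By edgeR's quasi-likelihood test on the same counts, 0 loci had an FDR under 0.10, and the smallest FDR was 0.302. With the 2 pools of each cow summed, so that 8 samples entered the exact test, 78 genes passed. The number varied between 0 and 341 over the alternatives, the largest with all 16 pools and 0 also with limma's voom and the cow as a random effect.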

In particular, 200 genes showed higher expression in the control treatment while 76 genes showed higher expression in the methionine-rich treatment. 

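Of the 110 differentially expressed genes, 81 were higher in the control treatment and 29 were higher in the methionine-rich treatment. With all 16 pools the numbers were 282 and 59, and by the quasi-likelihood test both were 0. The counts of these genes were unevenly distributed over pools. The pool with the highest count held a median of 84.4% of a differentially expressed gene's counts over the 15 pools, against 19.5% for all tested loci. In 91 of the 110 genes 1 pool held at least 50% of the counts, and in 50 genes at least 90%. The highest count was in pool C2.1 for 32 genes, in C1.2 for 13, and in C4.1 for 12. At least 1 CPM was found in all 4 cows of the treatment with the higher expression for 26 genes and in only 1 cow for 39 genes. No count was found in any methionine-rich pool for 35 genes and in any control pool for 9. Requiring at least 1 CPM in 3 or more cows of the treatment with the higher expression left 27 genes higher in control and 19 higher in methionine-rich. CLDND1 had 11 to 452 counts in control pools and 1 to 23 in methionine-rich pools. SFT2D2 had 0 in control and up to 131 in methionine-rich. Both kept an exact-test FDR under 0.10 in all 8 fits that each left out 1 cow. OXSR1 (11 to 232 counts against 0 to 36) did so in 6 fits and KIAA0408 (0 to 92 against 0 to 1) in 5. By the quasi-likelihood test each had an FDR of 0.302. CYP27A1 had 98.3% of its counts in 1 pool.

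**Figure D1:**
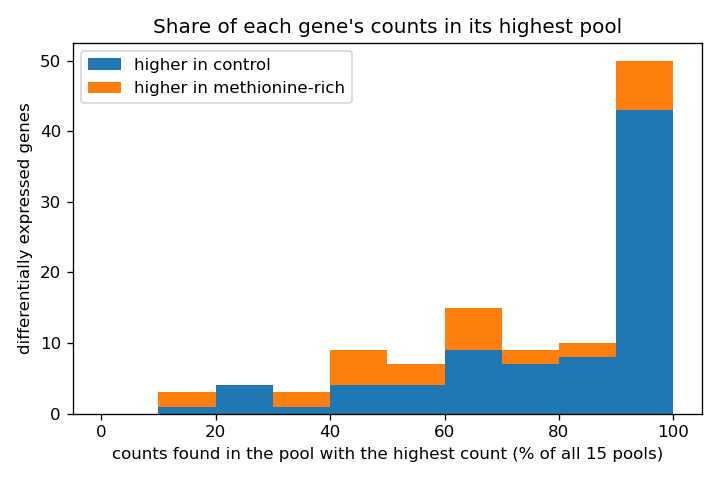
Percent of each differentially expressed gene's counts found in the pool with its highest count (x axis) against the number of genes (y axis), for the 81 genes higher in control and the 29 higher in methionine-rich, stacked. For 50 of the 110 genes a single pool held at least 90% of the counts.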

Figure 2 displays the log2 fold change (i.e., the log2 of the ratio of expression levels for each gene between the two experimental groups) against the average log2 expression (i.e., the overall average expression level for each gene across the two experimental groups). 

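Of the 10519 loci tested, 7918 had an absolute log2 fold change under 1, which is 75.27%. The median log2 fold change was -0.0485, with quartiles of -0.531 and 0.359. The share within 2-fold rose with abundance, from 47.5% of loci with an average log2 CPM under 2 to 97.4% of those over 5. It was 96.32% among loci with at least 10 counts in every pool and 56.07% with no filter other than 1 count in all pools together, the alternatives that moved it most.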

As expected, most of the genes showed a fold difference very close to 0. Additionally, differentially expressed genes seem to be evenly distributed in the range between low and moderate abundance levels (Figure 2).

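The 110 differentially expressed genes had an average log2 CPM between 0.478 and 7.61, with a median of 2.62, against a median of 3.57 for all tested loci. Under 2 lay 30 of them among 2736 loci, or 1.1%. Between 2 and 5 lay 74 among 4617, or 1.6%. Over 5 lay 6 among 3166, or 0.19%. Since the average is taken over all pools, a gene with counts in a single pool can have a moderate average abundance. The number of differentially expressed genes rose most with all 16 pools, to 341, and was 0 by the quasi-likelihood test, by voom, and among loci with at least 10 counts in every pool. Their distribution over abundance was not recomputed under these alternatives. From Figure 2 the paper reads what seems to be an even distribution over low and moderate abundance.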

**Figure 2:**
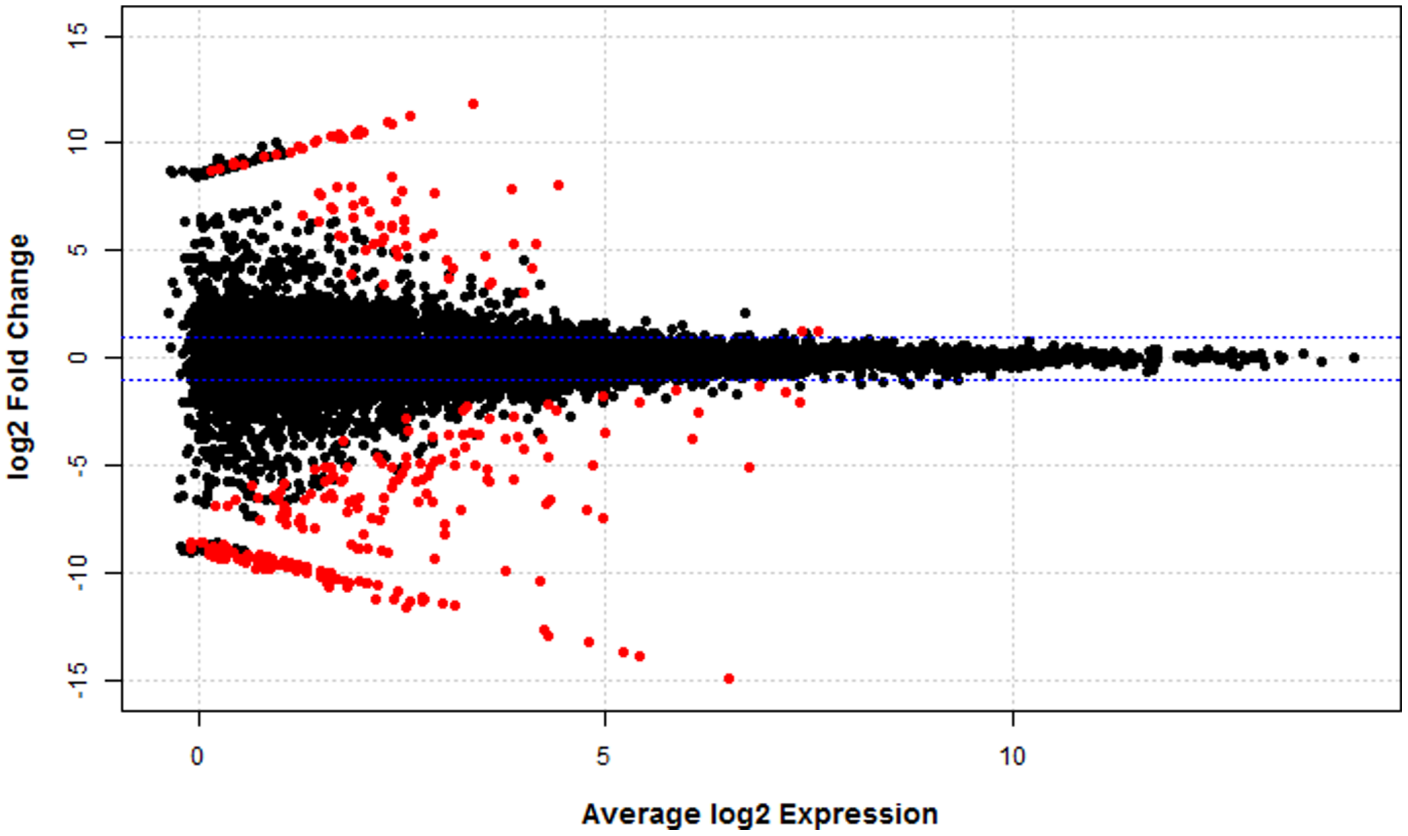
Plot of the log2 fold change against average log2 expression. Gene expression was expressed as counts per million. Horizontal blue lines indicate 2-fold change. Differential expressed genes (FDR <0.10) are highlighted in red.

Table 3 shows the top 30 most statistically significant genes (FDR <0.0035). 

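All 30 genes of Table 3 were tested, all had an FDR under 0.10 by the exact test, and 26 of them were among the 30 genes with the smallest p. The largest FDR of those 30 was 0.0261, and 8 genes of Table 3 had an FDR under 0.0035. The smallest FDR was that of LAPTM5 (XLOC_009435), at 1.48e-05 with a log2 fold change of -13.413 (DESeq2's standard error 1.835, on its own estimate of -4.566). LAPTM5 had 6969 counts in pool C2.1, between 3 and 7 counts in each other control pool of the 15, and 0 in the 8 methionine-rich pools. Its mean was 194.5 ± 512.7 CPM in control (SD, n = 7 pools) and 0 in methionine-rich (n = 8 pools, where 3 counts correspond to at most 0.505 CPM). The FDR of the 30 genes by the quasi-likelihood test was at least 0.302. Leaving out cow 2, whose pool C2.1 holds its counts, moved the log2 fold change of LAPTM5 to -5.223, the largest shift among the 8 fits that each left out 1 cow. A median of 98.7% of the counts of a Table 3 gene came from 1 pool, which was C2.1 for 15 of the 30 genes.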

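By the exact test, the 28 genes of Table 3 with a negative log2 fold change in the paper were all higher in control and the other 2, LOC100849660 and LOC510193, were higher in methionine-rich. Among the 30 genes with the smallest p, 26 were higher in control. In 20 of the Table 3 genes 1 pool held at least 90% of the counts. In 15 genes every cow of one treatment, with its pools averaged, exceeded every cow of the other. LOC100849660 had 966 counts in pool M8.1, at most 31 in any other methionine-rich pool, and 0 in the 7 control pools. LOC510193 had up to 944 counts in the methionine-rich pools and up to 3 in the control pools. The count of 26 was lowest, at 16, with at least 1 CPM required in 7 pools.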

Twenty-eight of these 30 genes showed greater expression in control samples compared with samples from the methionine-rich treatment. Notably, many of these genes are directly involved in embryo development, such as vimentin (*VIM*), interferon, alpha-inducible protein 6 (*IFI6*), BCL2-related protein A1 (*BCL2A1*), and T-box 15 (*TBX15*). 

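VIM (XLOC_003248) had 3283 counts in pool C2.1, between 0 and 5 in the other 6 control pools and 0 in the 8 methionine-rich pools. Its mean was 91.66 ± 241.5 CPM in control (SD, n = 7 pools) and its log2 fold change was -12.328, with FDR = 0.000124 by edgeR's exact test and 0.312 by the quasi-likelihood test. IFI6 (XLOC_009447) had 1446 counts in C2.1, at most 2 in the other control pools and 0 in the methionine-rich pools, with a log2 fold change of -11.144, and FDR = 0.00184 by the exact and 0.312 by the quasi-likelihood test. BCL2A1 (XLOC_010710) had 2072 counts in C2.1, between 1 and 3 in the other control pools and up to 14 in the methionine-rich pools, with a log2 fold change of -7.387, and FDR = 0.0261 and 0.302, respectively. TBX15 (XLOC_015007) had 525 counts in pool C2.2, at most 2 in the other control pools and 0 in the methionine-rich pools, with a log2 fold change of -9.107, and FDR = 0.0169 and 0.312. For each of these genes the SD between control pools was larger than the control mean. Both C2.1 and C2.2 come from cow 2. Without this cow the log2 fold changes were -4.491 for VIM, -3.104 for IFI6, 0.001 for BCL2A1 and -3.207 for TBX15, and none of the 4 genes had an FDR under 0.10. In the pool left out by the paper, C3.2, the counts were 1, 0, 4 and 2, in the same order. The paper describes these genes as directly involved in embryo development.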

In addition, several of these 30 genes are related to immune response. For instance, natural killer cell group 7 sequence (*NKG7*), TYRO protein tyrosine kinase binding protein (*TYROBP*), signaling lymphocyte-activating molecule family 7 family member 7 (*SLAMF7*), lymphocyte cytosolic protein 1 (*LCP1*), BoLa class II histocompatibility antigen (*BLA-DQB*), and SHC (Src homology 2 domain containing) transforming protein 2 (*SHC2*), are genes closely related to innate and adaptive immune responses. 

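The 6 genes had their highest count in the same pool, C2.1. NKG7 (XLOC_007701) had 2698 counts there, 191 in the control pool with the next highest count and 0 in all methionine-rich pools, with 79.68 ± 196.87 CPM in control (SD, n = 7 pools) and a log2 fold change of -12.126. TYROBP (XLOC_007468) had 2122 counts in C2.1 and at most 4 in any other control pool, and SLAMF7 (XLOC_015464) had 1396 and at most 3. LCP1 (XLOC_003010) had 1031 and at most 4, BLA-DQB (XLOC_011562) 508 and 1, and SHC2 (XLOC_019672) 670 and at most 2. Over the 8 methionine-rich pools together, SLAMF7 and LCP1 had 1 count each and the other 4 genes had 0. BLA-DQB belongs to the major histocompatibility complex, a gene family among whose members the authors' counting could have split reads. By edgeR's exact test the FDR was 4.56e-05 for NKG7, 0.000852 for TYROBP, 0.0036 for SLAMF7, 0.00489 for LCP1, 0.00357 for BLA-DQB and 0.00958 for SHC2, and by the quasi-likelihood test it was between 0.302 and 0.312 for all 6. Without cow 2, NKG7 kept an FDR under 0.10, with a log2 fold change of -8.509, and the other 5 did not. The paper describes these genes as closely related to immune responses.

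**Figure D2:**
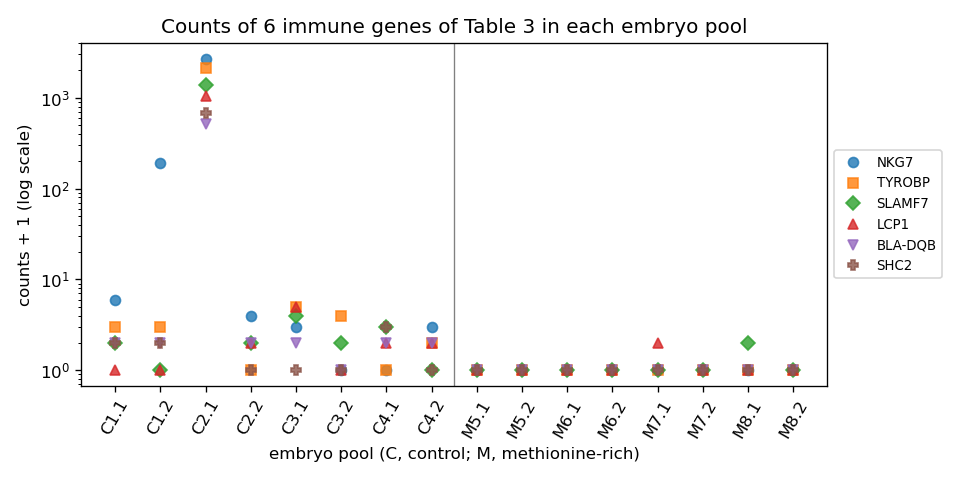
Counts plus 1 on a log scale (y axis) of NKG7, TYROBP, SLAMF7, LCP1, BLA-DQB and SHC2 in each of the 16 embryo pools (x axis; control pools left of the line, methionine-rich pools right of it). All 6 genes peak in pool C2.1, with 508 to 2698 counts, and NKG7 also has 191 counts in a second control pool.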

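INSR (XLOC_019476) had between 1 and 358 counts in the 7 control pools, with a median of 46, and between 0 and 23 in the 8 methionine-rich pools, with a median of 1. This was 24.31 ± 27.34 CPM in control (SD, n = 7 pools) and 0.57 ± 1.05 in methionine-rich (SD, n = 8 pools). The log2 fold change was -5.366 (DESeq2's estimate -5.428, standard error 1.18), with FDR = 0.00958 by edgeR's exact test, 0.302 by the quasi-likelihood test and 0.00368 by DESeq2. The highest pool held 35.3% of its counts, and every control cow exceeded every methionine-rich cow (exact permutation test on cow means, p = 0.02857, the smallest p possible). In all 8 fits that each left out 1 cow the FDR stayed under 0.10 and the log2 fold change lay between -7.294 and -5.011. EIF4E1B (XLOC_018962) had 564 counts in pool C1.2, 2 in the control pool with the next highest count, and 0 in 5 control and all 8 methionine-rich pools. Its log2 fold change was -9.515, with FDR = 0.0423 by the exact test and 0.323 by the quasi-likelihood test, and an exact permutation test on cow means gave p = 0.4286. Without cow 1, the cow of pool C1.2, its log2 fold change was -2.011.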

Moreover, genes associated with insulin receptor signaling pathway, e.g. insulin receptor (*INSR*) and eukaryotic translation initiation factor 4E family member 1B (*EIF4E1B*), showed differential expression between treatments. 

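Among the 30 genes with the smallest p by the exact test, 9 had a name of the LOC type and 2 were transcript units assembled by Cufflinks. Among all 110 differentially expressed genes these numbers were 17 and 9, out of 803 and 472 tested. LOC788199 (XLOC_017743) had between 7 and 231 counts in the 7 control pools and 0 in the 8 methionine-rich pools, with a log2 fold change of -8.752 and FDR = 0.000124 by edgeR's exact test, and 0.302 by the quasi-likelihood test. In the excluded control pool C3.2 it had 3972 counts. LOC505451 (XLOC_002164) had 1811 counts in pool C1.2, at most 1 in any other control pool and 0 in the methionine-rich pools, with FDR = 0.00203 by the exact and 0.312 by the quasi-likelihood test. By the latter, 0 genes of either kind had an FDR under 0.10.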

Finally, some uncharacterized genes and also novel transcript units were among the most significant genes. 

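The first of the transcript units among the most significant genes (XLOC_014690) had between 0 and 405 counts in the 7 control pools, with a median of 21 and at least 10 counts in 5 of them, and at most 1 count in any of the 8 methionine-rich pools. This was 17.42 ± 24.87 CPM in control (SD, n = 7 pools) and 0.06 ± 0.08 in methionine-rich (SD, n = 8 pools). Its log2 fold change was -7.925 (DESeq2's estimate -8.308, standard error 1.401), with FDR = 0.000183 by edgeR's exact test, 0.302 by the quasi-likelihood test and 4e-06 by DESeq2. It lay between -8.39 and -7.207 when each cow was left out in turn. The second (XLOC_003301) had between 0 and 707 counts in control, with 73.2% of its counts in pool C2.1, and at most 9 in methionine-rich. Its log2 fold change was -5.944 (DESeq2's estimate -6.05, standard error 1.194), with FDR = 0.00396 by the exact test and 0.302 by the quasi-likelihood test. Without cow 2 its log2 fold change was -3.024 and its FDR was no longer under 0.10. In pool C3.2 both units had 0 counts.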

Both novel transcript units CUFF.2147.1 (chr29∶45,539,922-45,543,303) and CUFF.606.1 (chr13∶42,645,356-42,673,392) were supported by known cattle ESTs from the UCSC genome browser [http://genome.ucsc.edu/]. This is further evidence that not only are there uncharacterized regions of the bovine genome, but also that these regions may serve important biological roles.

**Table 3:** Top 30 most significant genes that showed differential expression between control and methionine-rich treatment.

Gene	Name	log2 FC	FDR
LAPTM5	Lysosomal protein transmembrane 5	−14.9	4.7×10^−9^
NKG7	Natural killer cell group 7 sequence	−13.6	4.4×10^−8^
VIM	Vimentin	−13.8	1.8×10^−7^
TYROBP	TYRO protein tyrosine kinase binding protein	−13.2	3.2×10^−6^
IFI6	Interferon, alpha-inducible protein 6	−12.6	1.5×10^−5^
CUFF.2147.1	*Novel transcript unit*	−8.2	1.5×10^−5^
LOC505451	Olfactory receptor, family 1, subfamily J, member 2-like	−13.0	1.5×10^−5^
SLAMF7	Signaling lymphocyte-activating molecule family 7 family member 7	−10.4	3.5×10^−5^
LOC788199	Olfactory receptor 6C74-like	−10.4	7.6×10^−5^
LCP1	Lymphocyte cytosolic protein 1 (L-plastin)	−9.9	1.1×10^−4^
LOC100849660	*Uncharacterized*	11.9	2.2×10^−4^
BLA-DQB	MHC class II antigen	−11.1	2.2×10^−4^
SHC2	SHC (Src homology 2 domain containing) transforming protein 2	−11.5	3.4×10^−4^
NT5C3	5′-nucleotidase, cytosolic III	−11.5	3.5×10^−4^
LOC510193	Apolipoprotein L, 3-like	7.8	4.3×10^−4^
LOC100848815	SLA class II histocompatibility antigen, DQ haplotype D alpha chain-like	−11.4	4.3×10^−4^
CUFF.606.1	*Novel transcript unit*	−5.6	4.3×10^−4^
LOC100850656	*Uncharacterized*	−11.2	4.8×10^−4^
SLC11A1	Solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1	−10.7	6.9×10^−4^
LOC100852347	Beta-defensin 10-like	−11.2	7.3×10^−4^
LOC100297676	C-type lectin domain family 2 member G-like	−6.8	9.2×10^−4^
BCL2A1	BCL2-related protein A1	−7.1	1.2×10^−3^
INSR	Insulin receptor	−5.1	1.3×10^−3^
NOVA1	Neuro-oncological ventral antigen 1	−10.6	1.5×10^−3^
TBX15	T-box 15	−11.2	2.2×10^−3^
TMEM200C	Transmembrane protein 200C	−6.6	2.2×10^−3^
GPNMB	Glycoprotein (transmembrane) nmb	−7.5	2.3×10^−3^
ARHGAP9	Rho GTPase activating protein 9	−5.7	2.7×10^−3^
EIF4E1B	Eukaryotic translation initiation factor 4E family member 1B	−11.3	3.1×10^−3^
LOC100295170	Protein BEX2-like	−9.3	3.5×10^−3^

A negative log2 Fold Change (FC) value means that the gene showed higher expression in control treatment while a positive value means that the gene showed higher expression in methionine-rich treatment.

To validate genes found to be significant in the RNA-Seq analysis, 4 differentially expressed genes (*VIM*, *IFI6*, *CYP1A1*, and *PPTC7*) were selected and their expression was assessed using PCR-based methods. RNA-Seq analysis revealed that *VIM* and *IFI6* were exclusively expressed in control embryos, while *CYP1A1* and *PPTC7* were highly expressed in methionine-rich embryos. 

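In the 8 methionine-rich pools VIM and IFI6 had 0 counts, where 3 counts in a pool correspond to between 0.383 and 0.505 CPM. In the 7 control pools VIM had 3283 counts in C2.1 and 0 to 5 in the others, and IFI6 had 1446 in C2.1 and 0 to 2 in the others. CYP1A1 (XLOC_010441) had 354 counts in 1 methionine-rich pool, M5.2, 186 in the next highest, fewer than 10 in each of the other 6, and 0 in all control pools. This was 9.3 ± 17.76 CPM in methionine-rich (SD, n = 8 pools), with a log2 fold change of 9.031, and FDR = 0.0386 by edgeR's exact test and 0.312 by the quasi-likelihood test. PPTC7 (XLOC_006451) had at least 10 counts in 4 methionine-rich pools, the highest being 408 in M7.2, and 3 counts in 1 control pool with 0 in the other 6. This was 13.72 ± 22.26 CPM in methionine-rich (SD, n = 8) and 0.06 ± 0.15 in control (SD, n = 7), with a log2 fold change of 7.495, and FDR = 0.0423 and 0.302, respectively. For each of the 4 genes an exact permutation test on cow means gave p = 0.02857, the smallest possible, although the SD between pools of the higher treatment was larger than its mean. Of all 10519 loci tested, 254 separated the cows of the treatments in this way, where 301 would be expected if every assignment of the cows were as likely. By DESeq2 the log2 fold change of CYP1A1 was 21.525, the largest move of the 4, with FDR = 2.05e-13. It was 7.728 for PPTC7 (FDR = 0.0134), -3.642 for VIM (FDR = 0.914) and -2.101 for IFI6 (FDR = 0.986). All but PPTC7 had 0 counts in every pool of one treatment, so the size of these fold changes is poorly determined. DESeq2's default settings can also replace outlier counts, so its values for VIM and IFI6 may rest on the control pools other than C2.1. In pool C3.2 the counts were 1 for VIM and 0 for the other genes.

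**Figure D3:**
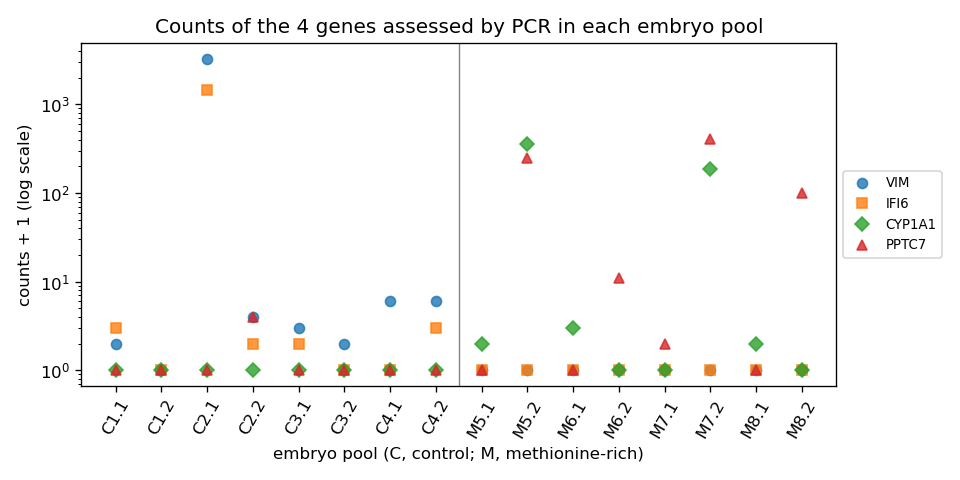
Counts plus 1 on a log scale (y axis) of VIM, IFI6, CYP1A1 and PPTC7 in each of the 16 embryo pools (x axis; control pools left of the line, methionine-rich pools right of it). VIM and IFI6 peak in C2.1, with 3283 and 1446 counts, CYP1A1 in M5.2, with 354, and PPTC7 in M7.2, with 408.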

The absence of *IFI6* expression in methionine-rich embryos was validated using RT-PCR. The remaining three genes were validated using qRT-PCR. Figure 3 displays the fold differences in gene expression measured by RNA-Seq and the PCR-based methods. Overall, these 4 genes showed similar patterns of mRNA abundance with both methods (Figure 3).

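The log2 fold changes from the counts were -12.328 for VIM, -11.144 for IFI6, 9.031 for CYP1A1 and 7.495 for PPTC7, positive values being higher in the methionine-rich treatment. When each cow was left out in turn they ranged from -12.831 to -4.491 for VIM, from -11.646 to -3.104 for IFI6, from 7.994 to 9.459 for CYP1A1 and from 6.782 to 9.608 for PPTC7. The FDR stayed under 0.10 in 7 of the 8 fits for VIM and IFI6, in 4 for CYP1A1 and in 5 for PPTC7. The fit lost for VIM and IFI6 was that without cow 2, whose pool C2.1 held 99.5% and 99.6% of their counts. The 7 fits passed all keep this pool, so they do not show that the result holds without it. The PCR measurements were made on 1 combined cDNA pool per treatment and are not in the files analysed here. The paper concludes that the patterns of mRNA abundance were similar with both methods.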

**Figure 3:**
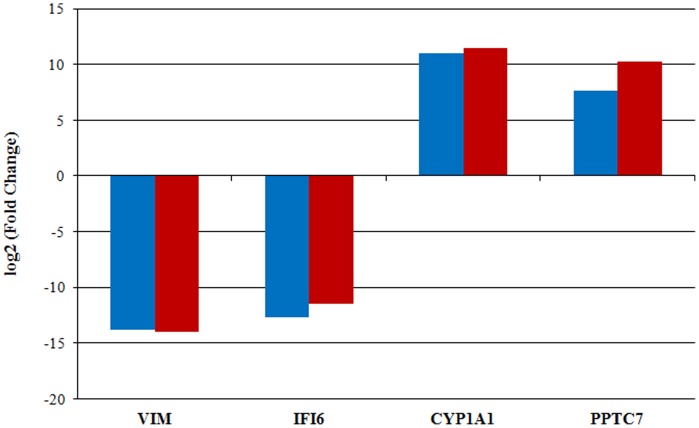
Fold changes of four differentially expressed genes measured by RNA-Seq (blue) versus qRT-PCR (red). Bars above the X-axis denote genes with higher expression in the methionine-rich treatment while bars below the X-axis denote genes with higher expression in the in control treatment. Importantly, IFI6 was not expressed in methionine-rich pool and hence a fold change was assigned based on the detection threshold of the equipment.

### Gene Set Enrichment Analysis: Evaluation of Different Gene Ontology Terms, KEGG Pathways, and InterPro Motifs

To gain insight into the processes that could be regulated differentially between control and methionine-supplemented embryos, we performed a gene set enrichment analysis. 

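By the exact test 222 of the 10519 loci had an FDR under 0.20, before any restriction to genes with Ensembl annotation, which the files analysed here do not give. By the quasi-likelihood test the number was 0, and it was 186 when the number of blastocysts in the pool was a covariate of that test. With all 16 pools it was 675, the largest change.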

Genes that showed a FDR <0.20 and had ENSEMBL annotations (n = 335) were tested against the background set of all genes with ENSEMBL annotations (n = 8,848). We found 33 GO terms significantly enriched (FDR <0.05) with differentially expressed genes (Table 4 and Table S2). Noticeably, many of these functional categories are directly associated with embryo development, e.g. *Tube development* (GO:0035295), *Branching morphogenesis of a tube* (GO:0048754), and *Morphogenesis of a branching structure* (GO:0001763). Additionally, several GO terms are closely related to immune response. For instance, *Defense response* (GO: 0006952), *Immune response* (GO:0006955), *Response to wounding* (GO:0009611), *Cytokine binding* (GO:0019955), and *Cytokine receptor binding* (GO:0005126) were significantly enriched with genes differentially expressed between treatments. Many GO terms related to transmembrane receptor/transporter activity were also significant. Furthermore, 12 InterPro entries showed significant overrepresentation (FDR <0.05) of differentially expressed genes (Table S3). Interestingly, several of these terms are associated with immunoglobulin and cytochrome P450 motifs. Finally, one KEGG pathway, *cytokine-cytokine receptor interaction* (bta04060), was also significant (FDR = 0.018).

**Table 4:** Gene Ontology (GO) biological process terms significantly enriched with differentially expressed genes.

GO ID	Term	FDR (q-value)
0001763	Morphogenesis of a branching structure	0.038
0006952	Defense response	0.004
0006955	Immune response	0.038
0007166	Cell surface receptor linked signal transduction	0.023
0007186	G-protein coupled receptor protein signaling pathway	0.010
0009611	Response to wounding	0.025
0035295	Tube development	0.038
0048754	Branching morphogenesis of a tube	0.037

To gain more details on the possible effect of maternal methionine supplementation on the transcriptome of the embryos, we further characterized the most relevant pathways in order to assess the general pattern of gene expression within these terms. In the case of GO term *Tube development*, 8 of the 11 significant genes were decreased in the methionine-rich treatment. Moreover, 15 genes of the GO term *Immune response* showed differential expression between treatments. Interestingly, 14 of these genes were decreased in the embryos from the methionine-rich treatment. Additionally, 10 out of 13 differentially-expressed genes for the InterPro motif *Immunoglobulin-like* (IPR007110), and 8 out of 10 differentially-expressed genes for KEGG pathway *Cytokine-cytokine receptor interaction* (bta04060), were decreased in methionine-supplemented embryos compared to control embryos. Table S4 provides a list of the significant genes (using Ensembl gene ID) in each of these functional categories.

## Discussion

It is well established that nutritional perturbations exclusively during the periconceptional period can modify development throughout gestation and even affect the physiological and metabolic health of adult offspring [4], [5]. Of particular interest to this research, a previous study that restricted methyl donors by restricting methionine, vitamin B12, and folate before and for the first 6 days after conception, demonstrated that normally-appearing embryos on Day 6 after conception can produce offspring with substantial differences in subsequent physiology [19]. The present study was specifically designed to determine whether methionine supplementation during follicular development and early embryo development, until Day 7, modifies gene expression of the early embryo. Remarkably, a subtle increase of methionine in maternal diet caused notable changes in the transcriptome of preimplantation embryos. Our findings support the idea that oocyte maturation, fertilization, and preimplantation embryonic development are particularly sensitive periods to changes in maternal nutrition.

Although the embryos in both treatments possessed very similar morphological appearance and received the same rating for developmental stage and embryo quality (expanded blastocyst with excellent quality), they showed significant transcriptomic differences. In fact, normally appearing early embryos have been found to have substantial differences in gene expression profiles [31] and produce offspring with substantial differences in physiology [19]. In our study, 276 of the 10,662 genes analyzed showed significant differences between treatments (fold change >2.0 and FDR <0.10). 

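Of the 110 genes past both thresholds, 81 were lower in the methionine-rich treatment, which is 73.64% (95% Wilson interval 64.7% to 81%, taking genes as independent, which they are not). When each cow was left out in turn the share ranged from 48.44% to 90.6%. With the pools of each cow summed it was 58.97%, by DESeq2 55.56%, and with all 16 pools 82.7%. The quasi-likelihood test gave 0 genes and therefore no share.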

Interestingly, expression of 72% of the significant genes was decreased in the embryos derived from dams fed a methionine-rich diet. This result is consistent with the expected effect on the fetal genome of an increase in methionine in the maternal diet. Increased levels of methyl donors, such as methionine, in the one-carbon pathway would increase DNA methylation levels of many fetal genes, which in turn could suppress gene expression. Methylation of DNA generally is thought to produce transcriptional repression, particularly when methylation occurs at CpG islands associated with the promoter of a particular gene [32]. However, methylation of CpG islands in the 3′ region of certain genes has been recently linked with increased transcription of those genes [32]. Important insights into epigenetic regulation are provided by the studies of metastable epialleles in mice [33]. Metastable epialleles, such as *agouti viable yellow* (*A^vy^*) and *axin fused*, are very susceptible to environmental effects. For example, in the *A^vy^* mice, dams fed the control NIH-31 diet described as “methyl-sufficient” during pregnancy, produced offspring with insufficient DNA methylation of the *A^vy^* allele during pregnancy, leading to improper overexpression of this allele in ectopic tissues, and eventually causing the yellow obese mouse syndrome [15]. Supplementation of the dams with mid-range or high-methyl supplementation, including supplemental methionine, increased methylation of the *A^vy^* allele, reducing abnormal, ectopic *A^vy^* expression, and reduced expression of the yellow obese mouse phenotype [15]. Although DNA methylation was not directly evaluated in our experiment, it seems likely that methionine supplementation increased methylation of key regions of DNA and this change probably underlies the methionine-associated changes in the transcriptome of the Day 7 bovine embryo. This link between maternal diet and subsequent modification of gene expression in the embryonic genome is one of the important molecular mechanisms proposed to explain the phenomenon of fetal programming [1], [3], [12].

The precise effects of methionine supplementation on reproductive efficiency of dairy cattle and on physiology of the offspring have not yet been adequately evaluated. This is in spite of the wide-spread use of methionine supplementation in the world-wide dairy industry. Of special interest, we found that many of the most significantly altered genes are associated with early embryo development. For instance, *VIM* encodes a member of the intermediate filaments and its expression is essential for normal development of bovine embryos [34]. *IFI6*, one of the genes induced by interferon with a critical role in the regulation of apoptosis, is expressed differentially as part of the early endometrial response after conception and is considered a marker of a viable preimplantation embryo in cattle [35]. *BCL2A1* encodes a member of the BCL2 protein family which plays a critical role in the regulation of oocyte and early embryo survival [36]. *TBX15* belongs to the T-box family of genes, a family of transcription factors that are involved in early embryo development, regulation of the development of extraembryonic structures, and many aspects of organogenesis [37]. However, it is intriguing to investigate whether the substantial decrease in expression of these genes found in embryos from methionine-supplemented cows is likely to be positive or negative for subsequent embryo survival and embryo development. For example, *VIM* is known to be expressed during bovine gastrulation (Day 14) and development of the primitive streak (Day 21) but was not observed by immunocytochemistry in the bovine embryo before hatching and elongation [34]. Similarly, *VIM* expression in the porcine embryo, as detected by immunohistochemistry, is only observed after hatching and early elongation of the porcine embryo [38]. Thus, methionine-induced suppression of *VIM* in the Day 7 embryo could be viewed in a similar light as the methyl-induced repression of the *A^vy^* gene in agouti mice, as suppressing inappropriate gene expression and allowing subsequent appropriate expression in a cell-specific manner. Thus, our experimental design allowed us to distinguish key changes in the transcriptome of the early embryo but these changes should be interpreted with caution since the proper timing and cellular localization of mRNA expression is critical for optimal embryonic development and physiology, as elegantly demonstrated in previous studies of the *agouti* gene in mice.

One specific example of the difficulty in interpreting gene expression results is the marked down-regulation of genes associated with the GO term *Tube development* in embryos from dams supplemented with methionine. Neural tube development occurs shortly after implantation and hence a maternal diet rich in methionine may affect this essential process in cattle. However, suboptimal circulating folate and methionine concentrations, two critical components of the methyl-donor pathway, are associated with neural tube defects in many mammals including humans. In fact, epidemiological and experimental studies have indicated that periconceptional supplementation of components of the methyl donor pathway, including folate and methionine, can prevent ∼70% of neural tube defects [39]–[41]. Thus, suppression of gene expression in the *Tube development* pathway, as found with methionine supplementation in our study, could be positive for subsequent embryonic and fetal gene expression based on observations that supplementation of methyl donors in diets during early pregnancy improves neural tube development in most animal and human studies.

Of particular interest, maternal methionine supplementation had significant effects on the expression of genes and pathways that are important for the innate and adaptive immune responses in adults. For instance, the *NKG7* gene encodes a cell surface protein expressed in several cell types, including natural killer cells and active T cells [42]. *TYROBP*, a transmembrane protein initially characterized in natural killer cells, is involved in a broad array of biological functions, including the innate response against viruses, and diverse inflammatory reactions mediated by neutrophils, monocytes and macrophages [43]. *SLAMF7* is involved in the activation of natural killer cells and also in the proliferation of B lymphocytes during innate and adaptive immune responses [44]. *LCP1*, a leukocyte-specific F-actin bundling protein, is implicated in T lymphocyte polarity and migration in response to chemokines [45]. *BLA-DQB* is one of the genes of the major histocompatibility complex in cattle, a family of highly polymorphic genes that play a central role antigen presentation during adaptive immune responses [46]. 

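Over the 8 methionine-rich pools together, NKG7, TYROBP and BLA-DQB had 0 counts and SLAMF7 and LCP1 had 1 each. In the 7 control pools the sums were 2901 for NKG7, 2131 for TYROBP, 1403 for SLAMF7, 1038 for LCP1 and 514 for BLA-DQB, of which pool C2.1 held between 93% and 99.6%. In the control pools other than C2.1, the highest count was 191 for NKG7 and at most 4 for the other genes. The log2 fold changes were between -12.126 and -9.643, with an FDR of at most 0.00489 by edgeR's exact test and at least 0.302 by the quasi-likelihood test.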

Importantly, all these genes were decreased in the embryos from methionine-supplemented dams. Furthermore, several significant pathways related to immune and defense response, such as GO terms *Immune response*, *Defense response*, and *Cytokine binding*, KEGG pathway *Cytokine-cytokine receptor interaction*, and several *Immunoglobulin like* InterPro motifs were significantly enriched with differentially expressed genes. Notably, all these pathways were down-regulated in embryos from methionine-supplemented dams. Again, it is not clear whether decreased expression of these genes in the early embryo will be associated with improvements or decreases in specific aspects of immune function in the future offspring. A previous study in sheep, showed that methionine changes in the diet of dams during the periconceptional period, led to male lambs that had a reduced serum haptoglobulin response to ovalbumin challenge [19]. In mice, Hollingsworth et al. [47] reported that a maternal diet rich in methyl donor groups affect T lymphocyte maturation and development in mice. In particular, fetal exposure to methyl donor groups modifies T lymphocyte cytokine production favoring lymphocyte maturation into a Th2 phenotype [47]. In addition, the authors found that key regulatory genes that control the development of an adaptive immune response were differentially methylated, and interestingly, these methylation changes were associated with decreased transcriptional activity [47]. Overall, our results provide further evidence that a maternal diet rich in methyl donor groups may alter the expression of genes associated with immune response. Obviously, Day 7 embryos do not yet have an immune system, and therefore early embryonic expression of these genes could be viewed as aberrant or as an important preparatory step for subsequent embryonic differentiation. Importantly, these alterations could have long-term implications on the survival and health of the offspring, which warrants further research.

In summary, our study has characterized the effect of supplemental methionine during the periconceptional period on the transcriptome of the bovine preimplantation embryo. Expressions of many genes that are critical for subsequent embryonic and adult function are decreased by methionine supplementation, probably due to increased DNA methylation in CpG islands in the promoters of these genes. Determination of the effect of methionine supplementation on specific DNA methylation patterns in these genes is needed in future studies. In addition, the expression of a few transcripts was increased in the Day 7 embryo by methionine supplementation of the dam, an intriguing observation that should be investigated in the future. Of particular importance, the functional ramifications of the observed changes in gene expression, in terms of immune response, pregnancy progression, and physiology of the offspring, warrant substantial future investigation.

## Supporting Information

Table S1 **Number of blastocysts pooled in each sample, and concentration and quality of the amplified RNA used for subsequent sequencing.**
(DOC) Click here for additional data file.

Table S2 **Gene Ontology (GO) cellular component and molecular function terms significantly enriched with differentially expressed genes.**
(DOC) Click here for additional data file.

Table S3 **InterPro motifs significantly enriched with differentially expressed genes.**
(DOC) Click here for additional data file.

Table S4 **List of significant genes in the most remarkable functional categories.**
(DOC) Click here for additional data file.

# Supplementary material for: Effect of Maternal Methionine Supplementation on the Transcriptome of Bovine Preimplantation Embryos
**Source:** PLoS One. 2013 Aug 21;8(8):e72302. doi: 10.1371/journal.pone.0072302
**Supplement:** Table S1 — Number of blastocysts pooled in each sample, and concentration and quality of the amplified RNA used for subsequent sequencing.

**Table S1. Number of blastocysts pooled in each sample, and concentration and quality of the amplified RNA used for subsequent sequencing**

| **Sample** | **Number of blastocysts** | **Total Concentration (ng/L)** | **RNA Quality Number** |
| --- | --- | --- | --- |
| C1.1 | 2 | 88.5 | 8.6 |
| C1.2 | 2 | 70.9 | 8.9 |
| C2.1 | 2 | 120.9 | 9.0 |
| C2.2 | 2 | 480.8 | NA |
| C3.1 | 2 | 132.3 | 8.9 |
| C3.2 | 2 | 16.5 | 10.0 |
| C4.1 | 1 | 52.0 | 8.6 |
| C4.2 | 1 | 200.0 | NA |
| M5.1 | 3 | 261.7 | 7.2 |
| M5.2 | 3 | 256.0 | 6.9 |
| M6.1 | 3 | 29.1 | 8.0 |
| M6.2 | 4 | 26.6 | 7.9 |
| M7.1 | 2 | 48.3 | 6.6 |
| M7.2 | 3 | 65.3 | 8.9 |
| M8.1 | 2 | 14.3 | 8.9 |
| M8.2 | 1 | 8.0 | 10.0 |

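Table S1 gives for each pool the number of blastocysts and the concentration and quality of its RNA after amplification. The control pools held 1.75 ± 0.46 blastocysts (SD, n = 8 pools) and the methionine-rich pools 2.625 ± 0.92 (SD, n = 8). In the 15 pools analysed the difference between cow means was 0.875 blastocysts (exact permutation test over 70 assignments, p = 0.2). The concentration of amplified RNA ranged from 16.5 to 480.8 in control and from 8 to 261.7 in methionine-rich, in the unit of Table S1, and the methionine-rich cows were lower by 1.474 on the log2 scale, written as a difference of -1.474 (exact permutation test on the 15 pools, p = 0.2286). Pool C3.2, with 16.5, had the lowest concentration of the control pools. The RNA quality number was at least 8.6 in every control pool with a value. It was 7.2 in M5.1, 6.9 in M5.2, 8.0 in M6.1, 7.9 in M6.2 and 6.6 in M7.1, and at least 8.9 in the other methionine-rich pools. RNA quality was neither tested nor used as a covariate, so a part of it in the differences between treatments is not ruled out.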

Samples belong to control (C) and methionine-rich (M) treatments. A total of 8 cows, 4 per treatment, were used. Embryos recovered from each cow were pooled in order to generate two replicates per cow assayed.

# Supplementary material for: Effect of Maternal Methionine Supplementation on the Transcriptome of Bovine Preimplantation Embryos
**Source:** PLoS One. 2013 Aug 21;8(8):e72302. doi: 10.1371/journal.pone.0072302
**Supplement:** Table S2 — Gene Ontology (GO) cellular component and molecular function terms significantly enriched with differentially expressed genes.

**Table S2. Gene Ontology (GO) cellular component and molecular function terms significantly enriched with differentially expressed genes**

| **GO ID** | **Term** | **FDR (q-value)** |
| --- | --- | --- |
| **Cellular Component** | | |
| 0005615 | Extracellular space | 0.041 |
| 0005886 | Plasma membrane | 0.041 |
| 0016021 | Integral to membrane | 0.017 |
| 0044459 | Plasma membrane part | 0.033 |
| **Molecular Function** | | |
| 0003700 | Transcription factor activity | 0.040 |
| 0004197 | Cysteine-type endopeptidase activity | 0.026 |
| 0004497 | Monooxygenase activity | 0.024 |
| 0004871 | Signal transducer activity | 0.001 |
| 0004872 | Receptor activity | < 0.001 |
| 0004888 | Transmembrane receptor activity | 0.040 |
| 0004930 | G-protein coupled receptor activity | < 0.001 |
| 0005102 | Receptor binding | 0.002 |
| 0005126 | Cytokine receptor binding | 0.008 |
| 0005216 | Ion channel activity | 0.048 |
| 0005509 | Calcium ion binding | 0.013 |
| 0008234 | Cation transmembrane transporter activity | 0.036 |
| 0008528 | Peptide receptor activity, G-protein coupled | 0.006 |
| 0015075 | Ion transmembrane transporter activity | 0.040 |
| 0015267 | Channel activity | 0.049 |
| 0019955 | Cytokine binding | 0.006 |
| 0022857 | Transmembrane transporter activity | 0.040 |
| 0022891 | Substrate-specific transmembrane transporter activity | 0.036 |
| 0030246 | Carbohydrate binding | 0.007 |
| 0030247 | Polysaccharide binding | 0.012 |
| 0042277 | Peptide binding | < 0.001 |

# Supplementary material for: Effect of Maternal Methionine Supplementation on the Transcriptome of Bovine Preimplantation Embryos
**Source:** PLoS One. 2013 Aug 21;8(8):e72302. doi: 10.1371/journal.pone.0072302
**Supplement:** Table S3 — InterPro motifs significantly enriched with differentially expressed genes.

**Table S3. InterPro motifs significantly enriched with differentially expressed genes**

| **InterPro** | **Term** | **FDR (q-value)** |
| --- | --- | --- |
| 001671 | Melanocortin / ACTH receptor | 0.043 |
| 002286 | P2 purinoreceptor | 0.043 |
| 002397 | Cytochrome P450, B-class | 0.041 |
| 002401 | Cytochrome P450, E-class, group I | 0.043 |
| 002403 | Cytochrome P450, E-class, group IV | 0.043 |
| 003596 | Immunoglobulin V-set, subgroup | 0.043 |
| 003598 | Immunoglobulin subtype 2 | 0.043 |
| 003599 | Immunoglobulin subtype | 0.043 |
| 006052 | Tumor Necrosis Factor | 0.043 |
| 007110 | Immunoglobulin-like | 0.035 |
| 008967 | p53-like transcription factor, DNA-binding | 0.035 |
| 013106 | Immunoglobulin V-set | 0.035 |

# Supplementary material for: Effect of Maternal Methionine Supplementation on the Transcriptome of Bovine Preimplantation Embryos
**Source:** PLoS One. 2013 Aug 21;8(8):e72302. doi: 10.1371/journal.pone.0072302
**Supplement:** Table S4 — List of significant genes in the most remarkable functional categories.

**Table S4. List of significant genes in the most remarkable functional categories:** GO categories *Tube development* (GO:0035295) and *Immune response* (GO:0006955), InterPro term Immunoglobulin-like (IPR007110), and KEGG pathway Cytokine-cytokine receptor interaction (bta04060).

**GO:0035295**

ENSBTAG00000019302, ENSBTAG00000015718, ENSBTAG00000011578, ENSBTAG00000001060, ENSBTAG00000005691, ENSBTAG00000016915, ENSBTAG00000012465, ENSBTAG00000003636, ENSBTAG00000025029, ENSBTAG00000017541, ENSBTAG00000015460

**GO:0006955**

ENSBTAG00000019302, ENSBTAG00000019588, ENSBTAG00000000977, ENSBTAG00000015718, ENSBTAG00000007191, ENSBTAG00000021466, ENSBTAG00000027513, ENSBTAG00000003895, ENSBTAG00000037605, ENSBTAG00000016683, ENSBTAG00000025471, ENSBTAG00000012223, ENSBTAG00000025782

**IPR007110**

ENSBTAG00000019588, ENSBTAG00000000977, ENSBTAG00000001235, ENSBTAG00000031430, ENSBTAG00000020046, ENSBTAG00000033225, ENSBTAG00000015457, ENSBTAG00000016915, ENSBTAG00000003176, ENSBTAG00000037605, ENSBTAG00000004355, ENSBTAG00000001197, ENSBTAG00000010458

**bta04060**

ENSBTAG00000007191, ENSBTAG00000027513, ENSBTAG00000001060, ENSBTAG00000038045, ENSBTAG00000005910, ENSBTAG00000025471, ENSBTAG00000012223, ENSBTAG00000025782

How the deposited data were processed for this re-analysis (not part of the article)

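RNA of 16 pools of bovine blastocysts, 2 pools from each of 8 cows, was amplified and sequenced by the authors, who mapped the reads to the genome bosTau7 with Tophat, assembled transcripts with Cufflinks and counted reads per gene with htseq-count. The deposited files hold these counts, as whole numbers without normalization, in 1 table per pool with 22552 rows. Of the 22358 loci, 182 were listed once per gene name, in 376 rows, and each locus was entered once. The 4 cows of the control treatment gave 8 pools and the 4 cows of the methionine-rich treatment gave 8. Pool C3.2 was left out of the main results, as in the paper, because few of its reads fell on exons, so that 7 control and 8 methionine-rich pools remained, and the results with all 16 pools are given beside them.

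The total count per pool ranged from 5624126 to 7826542 in the 15 pools, with a median of 7257007, and was 1745048 in C3.2. A floor of 3 counts in a pool corresponds to between 0.383 and 0.533 CPM in the 15 pools. The totals equalled the reads on exons of Table 2 in all 16 pools. No pair of pools was found to hold the same library, the smallest chi-square per degree of freedom between pools being 72.9.

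The main comparison followed the paper's methods. Loci with summed CPM (counts scaled to the same total in every pool) of at least 15 over the 15 pools were kept, which left 10519. Floors, GAPDH values and sums over marker genes are on this scale. The mean CPM of the other named genes were also normalized, so the floors are not exact bounds for them. With edgeR 4.0.16 in R 4.3.3, counts were normalized by the TMM method, common and tagwise dispersions were estimated, and treatments were compared by the exact test with default settings and Benjamini-Hochberg adjustment. A gene was counted as differentially expressed with an FDR under 0.1 and at least a 2-fold difference. The log2 fold change is methionine-rich over control, with the exact test's prior count of 0.125. The quasi-likelihood test of edgeR is given beside the exact test throughout. Standard errors come from DESeq2 1.42.0, on its own estimate of the log2 fold change. DESeq2 was run with default settings, which can replace outlier counts of single pools. The code was tested on simulated data with a dispersion of 0.1 and 200 genes changed by 2 on the log2 scale, of which each fit recovered 200, with 5 or 6 false calls. The common dispersion of the embryo pools was 1.142, so this tested the code and not the power of the fits on these data, which was not measured.

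Cows are the independent units, so means of CPM, totals and positions on the MDS plot were averaged over the pools of a cow and compared by exact permutation tests over the 70 assignments of the 8 cows to 4 and 4, where the smallest possible p is 0.02857. The MDS used the paper's distance with the top 1000 genes. Correlations between pools were computed on log2 CPM with a prior count of 2. Shares are given with 95% Wilson intervals.

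The genes named in the text were chosen by a rule set before the files arrived. They are every gene the paper names that the files hold, and the 10 genes with the smallest FDR that the paper does not name and for which every cow of one treatment exceeded every cow of the other. Alternatives set before the files arrived covered the test (edgeR's quasi-likelihood test, DESeq2, limma 3.58.1 with voom and the cow as a random effect), the normalization, the dispersion, the filter on low counts, the pool left out, the pools of a cow summed, the pool number as a replicate block, the number of blastocysts or the RNA concentration as a covariate, the thresholds, the prior count, and each cow left out in turn. After seeing the data, 4 further alternatives were added: counts under 1% of a locus's highest count set to 0, with the highest count taken over all 16 or over the 15 pools, each row of the files tested, and pool C2.1 left out.

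The gene set enrichment of the paper and its genes with Ensembl annotation were not analysed here, since no annotation that pairs Ensembl identifiers with the gene names of the files was at hand, and GC content and gene length were not examined for the same reason. The sequencing lane and the sire of each pool are not known from the files, and neither could be used as a batch. The PCR measurements are not in the files analysed here.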

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

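For 63 groups of 4 to 10 pools, the pool farthest from the others was compared with the range of its group, and 42 groups held a pool far from the rest, where about 3.2 would be expected by chance at 5%. Of these, 39 concern genes named in the text, 29 in control pools and 10 in methionine-rich pools, and they are not independent of each other, since many of the genes were named because the paper lists them as the most significant.

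The CPM of single genes in this and the next paragraph are normalized values, on another scale than the gene means given earlier. LAPTM5 in C2.1, for example, is 1357.13 here and 1322.14 on the scale of the means. Pool C2.1 was far above the other control pools for 19 of the named genes. Its CPM were 1357.13 for LAPTM5, 639.33 for VIM, 525.4 for NKG7, 460.36 for GPNMB, 413.23 for TYROBP, 403.5 for BCL2A1, 284.51 for LOC100297676, 281.59 for IFI6, 271.85 for SLAMF7, 200.78 for LCP1, 137.68 for the transcript unit XLOC_003301, 130.47 for SHC2, 118.01 for LOC100848815, 101.46 for LOC100852347, 98.93 for BLA-DQB, 58.03 for CYP27A1, 31.55 for FBXO48, 3.51 for C3H1orf109 and 2.14 for DTX3L. RNA from maternal leukocytes in some control pools was tested as a candidate explanation with 12 tested marker loci that the paper does not name. The prediction was that these would be higher in control as a set and that the leukocyte genes of Table 3 would peak in the same pools. The first part was not met, with a mean log2 difference of -0.72 and p = 0.343 in an exact permutation test on cow means. The second part was met, since all 6 leukocyte genes of Table 3 peak in C2.1, but this repeats the pattern given above and is no separate test. Summed over all 26 unnamed marker loci in the files, tested or not, the CPM without normalization were 677.62 in C2.1. The median was 70.99 in the control pools, and the methionine-rich pools had 38.48 to 85.69. A contribution to a single pool is hard to detect with a test on 4 cows per treatment, so the first part says little on C2.1 alone. The summed markers go the way of leukocyte RNA in C2.1, though not every marker peaked there. CD48, for example, had its highest count in M6.2 and PTPN6 in C1.2. Leukocyte RNA in C2.1 is not ruled out, and it was not separated from expression by the embryos of that pool. Leaving out C2.1, an alternative chosen after seeing the data, gave 66 differentially expressed genes.

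Other control pools were far from the rest for single genes. In C1.2 the CPM were 292.07 for LOC505451, 255.78 for TMEM200C, 111.12 for LOC100295170 and 90.96 for EIF4E1B, and in C2.2 they were 86.69 for NT5C3, 67.93 for TBX15 and 0.39 for PPTC7. Pool C3.1 had 40.73 for SLC11A1 and 26.45 for LOC100849203, and C4.1 had 40.59 for LOC788199. Among methionine-rich pools, M8.1 had 147 for LOC100849660, and M8.2 had 138.49 for LOC510193, 37.26 for DTX3L, 35.21 for LOC786583 and 2.05 for BCL2A1. M6.1 had 3.1 for INSR, M6.2 5.8 for OXSR1, M5.2 1.43 for TMEM200C, M7.1 2.43 for GPNMB and M7.2 1.49 for ARHGAP9. A candidate explanation is that few pools carry the signal of many differentially expressed genes. As predicted before the result was seen, 68.182% of the differentially expressed genes had at least 1 CPM in fewer than 50% of the pools of the treatment with the higher expression. This share describes the same pattern again, with no other loci for comparison, so it does not test the explanation. Loss of low-abundance transcripts at low RNA input was tested through the relation of amplified RNA concentration to the number of tested loci detected, the only relation of this kind computed. Across the 8 cows Spearman's rho was 0.595 (exact permutation test over 40320 pairings, p = 0.132) and Pearson's r was 0.755 (exact permutation test, p = 0.031). Without the 2 cows farthest from the median concentration, r was 0.124, so Pearson's r rests on those cows. No test was run within a treatment. Over the 4 methionine-rich cows the number of loci rose at each step of concentration, from 9075.5 at 11.15 to 9676 at 258.85. In the 4 control cows it rose from 9326 at 79.7 to 9601.5 at 300.85, with a fall to 9197 at 126. This order goes the way of the explanation, which stays open. The concentration was measured after amplification and is not the RNA input, so the following values do not decide the question. LAPTM5, with 6969 counts in C2.1 at an RNA concentration of 120.9, had 7 counts in C2.2, 0 in M5.1 and 0 in M5.2, the pools with the highest concentrations, 480.8, 261.7 and 256. The pools with the lowest concentrations of the 15, M8.1 with 14.3 and M8.2 with 8, held the highest count of 6 and 7 differentially expressed genes. M5.1 and M5.2 held that of 1 and 3. Loss at random in single pools could also leave such a pattern. The number of loci detected did not differ between treatments beyond the spread between cows (exact permutation test, p = 0.8571). GC content, gene length, RNA quality and sequencing lane were not tested. The biological explanation the design gives is the treatment, and no pattern here is called biological.

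Pool C3.2 was far below the other control pools in total count, with 1745048, in the number of loci detected, with 7736, and in the share of uniquely mapped reads counted, with 12.22%. The paper left it out for this share. In its counts, 310 loci had at least 10 counts and more than 10 times the CPM of every other pool, against 35 to 204 such loci in each of the other 15 pools, with a median of 71. One of the named genes, LOC788199, had 3972 counts there. With this pool included the number of differentially expressed genes was 341, the largest of all settings. Its low depth could contribute, since 3 counts correspond to 1.719 CPM there, but this was not tested by itself, and no biological explanation was tested.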

How the results depend on the processing

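The number of the top 30 genes higher in control, at 26, was within 1.5 times under every alternative but 2, a wide range for a number out of 30. It fell to 18 with the pools of a cow summed and with blastocysts as covariate of the quasi-likelihood test. Without control cow 4 it rose to 30. The difference between pools of the same and of different cows was never past its test's threshold. The other headline results changed past such limits under some alternatives.

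By the quasi-likelihood test, with or without robust estimation, and with the pool number as a replicate block, the numbers of differentially expressed genes, of genes higher in control, of genes higher in methionine-rich and of genes with an FDR under 0.20 were all 0. With voom and the cow as a random effect these were 0, 0, 0 and 1, the top 30 held 17 genes higher in control, and 77.81% of tested genes were within 2-fold. With blastocysts as covariate of the quasi-likelihood test the first 3 numbers were 0, with 186 genes under 0.20 and 68.12% within 2-fold, and with RNA concentration as covariate they were 0, with 14 genes under 0.20 and 73.74% within 2-fold. These tests allow for uncertainty in each gene's dispersion, which could contribute to the change, but this was not tested by itself, and the 186 genes under 0.20 with blastocysts as covariate show that the model matters as well. Where no gene passed, no share of genes higher in control exists. DESeq2 gave 63 differentially expressed genes, 35 higher in control (55.56%), 110 genes under 0.20 and 77.54% within 2-fold. With estimateDisp the exact test gave 49 genes, 40 and 9 by direction (81.63% in control), and 78 under 0.20.

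The filter changes which genes with counts in few pools are tested. With no filter except 1 count, 17409 genes were tested, 55 were differentially expressed, 42 and 13 by direction, 140 were under 0.20, and 56.07% were within 2-fold. With at least 1 CPM in 7 pools there were 6 genes, 4 and 2 by direction, 16 of the top 30 higher in control, 20 under 0.20, and 85.09% within 2-fold. With at least 10 counts in every pool, 4970 genes were tested, 0 were differentially expressed in either direction, 2 were under 0.20, and 96.32% were within 2-fold. All 16 pools gave 341 genes, 282 and 59 by direction (82.7%), 675 under 0.20, and 70.63% within 2-fold. With the pools of a cow summed, 46 genes (58.97%) were higher in control. An FDR under 0.05 left 60 genes, 46 and 14 by direction. Requiring 1 CPM in 3 or more cows of the higher treatment left 46 genes, 27 and 19 by direction (58.7%). A prior count of 2 put 77.26% within 2-fold.

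Of the alternatives chosen after seeing the data, traces set to 0 gave 38 genes, 30 and 8 by direction, and 94 under 0.20. With the highest count taken over 15 pools these were 42, 34, 8 and 96. Without pool C2.1 they were 66, with 47 and 19 by direction.

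Across the 8 fits that each left out 1 cow, there were 50 to 149 differentially expressed genes, 31 to 135 higher in control, 14 to 33 higher in methionine-rich, 48.44% to 90.6% of them higher in control, 138 to 293 genes under 0.20, and 72.29% to 75.12% within 2-fold.

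The difference on MDS dimension 1, 0.7775, was 0.6995 with leading log2 fold changes, 0.1937 with the top 5000 genes, and 0.5551 with traces set to 0 over 15 pools, none past the threshold of its exact permutation test. The difference between pools of the same and of different treatments reversed to -0.0018 among genes with at least 10 counts in every pool. The log2 fold change of BCL2A1 reversed to 0.252 with DESeq2, to 0.193 without pool C2.1, and to 0.001 without cow 2, and that of TMEM200C to 2.273 without cow 1. Except with DESeq2, these settings leave out the pool with the highest count of the gene. DESeq2's default settings can replace outlier counts, so its reversal for BCL2A1 is not shown to be independent of that pool. LOC616964, with 100% of its counts in C4.1, had a DESeq2 log2 fold change of 0. When each cow was left out in turn the log2 fold changes ranged from -9.005 to 0.001 for BCL2A1 and from -7.824 to 2.273 for TMEM200C. Among the named genes, 405 other rows were weaker and 814 were the same. The direction of the genes of Table S4 was planned and not run, since Ensembl identifiers could not be paired with the files' names. Depth limits statements on absence: 0 counts in a pool exclude only shares above 0.383 to 0.533 CPM.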

Differences from the paper's values

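By the exact test on the 15 pools, 110 genes were differentially expressed, against the paper's 276, and among the alternatives set before the files arrived only all 16 pools, with 341, came within 1.5 times of it. The number higher in control was 81, against the paper's 200. It was 282 with all 16 pools and 135 without control cow 4, and no other alternative closed the gap. The number higher in methionine-rich was 29, against the paper's 76, and only all 16 pools, with 59, closed the gap. The number with an FDR under 0.20 was 222, against the paper's 335, which counts only genes with Ensembl annotation and is therefore not the same measure. The alternatives that closed this gap were 239 with relative log expression size factors, 255 without control cow 1, 293 without control cow 3 and 282 without control cow 4.

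Of the 30 log2 fold changes of Table 3, 3 differed by more than the error, taken as DESeq2's standard error on its own estimate. This error was 1.764 for NOVA1 but 3.052 for TBX15, at -9.107 against the paper's -11.2, and 3.012 for NT5C3. A gene within its error is therefore not shown to match the paper. The 3 genes that differed had 0 counts in all 8 methionine-rich pools, so the size of their log2 fold change depends on the prior count. The comparison therefore cannot show that the underlying difference in expression is another than the paper's. The log2 fold change of LOC788199 was -8.752, against the paper's -10.4, and came within the error at -9.243 with the pools of a cow summed, -9.996 with the RNA concentration as covariate, -9.074 without control cow 1 and -9.132 without control cow 2. The log2 fold change of SLC11A1 was -8.752, against the paper's -10.7, and came within the error at -10.3 with the pools of a cow summed, -9.483 with the number of blastocysts as covariate, -9.171 without control cow 1, -9.137 without control cow 2 and -9.043 without control cow 4. The log2 fold change of NOVA1 was -8.542, against the paper's -10.6, and came within the error at -9.737 with the pools of a cow summed, -8.909 without control cow 1 and -9.027 without control cow 2. No other alternative closed these gaps.

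All 30 FDRs of Table 3 differed from the paper's by more than 1.5 times. For the following genes none of the alternatives set before the files arrived closed the gap. The FDR was 1.48e-05 for LAPTM5 against the paper's 4.7e-09, 0.000124 for VIM against the paper's 1.8e-07 and 0.000852 for TYROBP against the paper's 3.2e-06. By the same test it was 0.00184 for IFI6 against the paper's 1.5e-05, 0.000183 for the transcript unit XLOC_014690 against the paper's 1.5e-05 and 0.00203 for LOC505451 against the paper's 1.5e-05. The FDR was 0.0036 for SLAMF7 against the paper's 3.5e-05, 0.00435 for LOC100849660 against the paper's 0.00022 and 0.00958 for SHC2 against the paper's 0.00034. By the same test it was 0.00935 for LOC510193 against the paper's 0.00043, 0.0104 for LOC100848815 against the paper's 0.00043 and 0.00489 for LOC100850656 against the paper's 0.00048. Further values were 0.00357 for SLC11A1 against the paper's 0.00069, 0.0158 for LOC100852347 against the paper's 0.00073 and 0.0198 for LOC100297676 against the paper's 0.00092. By the same test it was 0.0261 for BCL2A1 against the paper's 0.0012, 0.00958 for INSR against the paper's 0.0013 and 0.0169 for TBX15 against the paper's 0.0022. Others were 0.0366 for TMEM200C against the paper's 0.0022, 0.0499 for GPNMB against the paper's 0.0023 and 0.0169 for ARHGAP9 against the paper's 0.0027. By the same test it was 0.0499 for LOC100295170 against the paper's 0.0035.

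For the remaining genes some alternative came within 1.5 times of the paper's value. NKG7 had an FDR of 4.56e-05 against the paper's 4.4e-08, and 4.06e-08 without control cow 4. LOC788199 had an FDR of 0.000124 against the paper's 7.6e-05, and 9.8e-05 without control cow 1 and 5.34e-05 without control cow 3. LCP1 had an FDR of 0.00489 against the paper's 0.00011, and 9.8e-05 without control cow 1. BLA-DQB had an FDR of 0.00357 against the paper's 0.00022, and 0.000272 without control cow 1. NT5C3 had an FDR of 0.00396 against the paper's 0.00035, and 0.000446 without control cow 4. The transcript unit XLOC_003301 had an FDR of 0.00396 against the paper's 0.00043, and 0.000475 with DESeq2 and 0.000364 without control cow 3. NOVA1 had an FDR of 0.00458 against the paper's 0.0015, and 0.00206 without control cow 2. EIF4E1B had an FDR of 0.0423 against the paper's 0.0031, and 0.00437 without control cow 4. No other alternative did so for these genes.

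The paper calls the expression of GAPDH stable across samples. The 2 loci of this name had 0 to 5 and 0 to 64 counts per pool, with coefficients of variation of 78.7% and 165.8% over the 16 pools. The first lies near the floor, and pool M7.1 held 64 of the 136 counts of the second. Whether reads of the gene were assigned to other loci is not known, so these values do not decide whether its expression was stable. The paper states that dimension 1 of the MDS plot separates the treatments. That was so with its own distance, with a gap of 0.335, but with leading log2 fold changes the treatments overlapped, with a gap of -0.809. The paper describes VIM and IFI6 as expressed only in control embryos. Of the 7 control pools, 1 held 99.5% of the counts of VIM and 99.6% of those of IFI6. The paper gives an FDR bound for all 30 genes of Table 3 that 8 of them met.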

Other observations

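The choices of test, samples and alternatives were made before the processed files arrived, except where another time is stated.

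With the pools of each cow kept together, 2 of the 35 splits of the 8 cows into 4 and 4, the real one included, gave as many differentially expressed genes as the treatments. The other 34 splits gave 16 to 127 genes, with a median of 67. As many genes in one direction were given by 3 splits, as many in the direction with fewer genes by 6, as many with an FDR under 0.20 by 16, as uneven a share by 11, as uneven a top 30 by 3, and as small a share within 2-fold by 21. No number of genes from the exact test was therefore rarer than 5% among splits of the cows. When single pools were regrouped without regard to cow, 4 of 100 splits, the real one included, gave as many genes, and the other 99 gave 7 to 129, with a median of 49. Splits for the quasi-likelihood test were not counted, because 0 genes passed it and every split gives at least as many.

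Counting the pools of a cow as independent samples was tested by summing them, which left 78 genes, within 1.5 times of 110. The genes higher in control then fell from 81 to 46, and their share from 73.64% to 58.97%. With voom and the cow as a random effect, which also takes the cow into account but is a different test, 0 genes passed. The quasi-likelihood test, which ignores the cow, also gave 0, so the 0 of voom does not bear on the cow. The within-cow correlation estimated by voom was 0.035. Same-cow pools exceeded pools of different cows by 0.0064 in correlation (exact permutation test, p = 0.185). Little dependence was seen over all loci, but given the fall from 81 to 46 it is not ruled out as part of the result. Traces of a few counts are another candidate explanation, with predictions written after the pattern was seen. With counts under 1% of a locus's highest count set to 0, 38 genes were differentially expressed and the treatments overlapped on MDS dimension 1, with a gap of -0.061. The difference on dimension 1 was then 0.5519 (exact permutation test, p = 0.0286). With the highest count taken over the 15 pools the gap was -0.086 (exact permutation test of the difference, p = 0.0571). The number of genes and the separation may therefore depend in part on such traces.

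For genes abundant in C2.1, many other control pools had a few counts where the methionine-rich pools had 0. Reads assigned to another library of the same sequencing lane might leave such traces, if lanes followed treatments, which the paper does not state. This prediction was also written after the pattern was seen. Of the counts outside the main pool of 25 loci found almost only in 1 pool with at least 1000 counts, 76.12% fell in pools of the same treatment, 631 against 198 counts. All 25 loci had their main pool in control, so this does not separate lanes from treatment. A lower minimum of 300 counts was added after seeing that. It gave 61 loci and 75.63%, with 75.93% for loci of control pools and 70% for 12 loci of methionine-rich pools, the latter from 35 against 15 counts. The splits compared another quantity, the mean rate of traces per count of the main pool, in pools of the same minus the other treatment. This difference was as large in 3 of 6435 splits of the pools (one-sided permutation test, p = 0.000466). These splits take pools as independent. Only 35 splits keep the pools of each cow together, and they were not used here, so this p overstates the evidence if pools of a cow depend. Expression shared within a treatment would give the same pattern, and without the lane of each library the 2 explanations cannot be told apart.

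Pool C4.2 held 1 blastocyst and had 39 counts of XIST, against 6120 in C4.1 and 2027 in M8.2, the other pools of 1 blastocyst. If its embryo was male, Y-linked genes should be found there and not in the others, as predicted before the counts of these genes were seen. The summed CPM of Y-linked genes were 63.64 in C4.2, 0 in C4.1 and 0.54 in M8.2, consistent with a male embryo. Over all pools the Y-linked loci were higher in methionine-rich by 1.666 on the log2 scale (exact permutation test, p = 0.0571). The adjusted p was 0.457 over 8 sets of marker genes. It cannot decide the question, since the smallest p this test allows is 0.0286, and a single set could not pass 0.05 after adjustment. The summed CPM of Y-linked genes had a median of 57.85 in the 8 methionine-rich pools, from 0.38 to 181.62. In the 7 control pools analysed the median was 0.3, from 0 to 63.64. A difference in embryo sex between treatments was therefore neither shown nor ruled out, and sex was not balanced by design.

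Genes of one-carbon metabolism and methylation showed no shared shift. Over 19 loci tested the mean log2 difference was 0.01 (exact permutation test, p = 0.971, adjusted p = 0.971 over the 8 sets).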
